A study of Mus musculus with 19 samples.

How the data were processed

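Gene expression was measured by QuantSeq, which sequences the 3' end of polyadenylated transcripts, in 19 libraries of mouse pluripotent or reprogrammed cells grown with LIF and serum. Per the labels, 200 ng of total RNA entered each library and reads were single end, 50 bp. The cells were induced pluripotent stem cells (iPSC) made from embryonic fibroblasts with Oct4, Sox2 and Klf4, collected more than 18 passages after reprogramming, and embryonic stem cells (ESC). The genotypes were wild type (WT), knockout (KO) of the miR-290 microRNA cluster, KO of the miR-302 cluster, and KO of both (double KO). Each of the 3 KO iPSC groups had 2 colonies with 2 libraries per colony, the WT iPSC group had 3 libraries, and each of the 2 ESC groups (miR-290 KO and miR-302 KO) had 2 libraries. No library of WT ESC was used. The series description names the colony as the biological replicate and excepts the WT iPSC controls from its statement that replicates were derived independently. The WT libraries may therefore stand for a single derivation, and a property of that derivation enters every comparison with WT.

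The authors' deposited expression matrix holds log2 values for 12778 genes. The name of the matrix speaks of counts, but its values are log2 CPM with a small prior, shifted by a constant for each gene that is the same in all 19 libraries. This was read from the values: in 12235 genes (95.8%), 1 constant per gene turned the values of at least 13 libraries into whole reads within 0.02 of a read, and 99.7% of the values of these genes were whole within that tolerance. The prior came to 2.41 reads on average, from 0.91 in the library with the fewest reads to 3.52. No such constant was found for 543 genes. The recovered reads were checked against the mean normalized counts in the authors' deposited comparison tables, which are in another unit than the matrix: over the libraries of the 2 groups compared, 100% of the shared genes lay within 5% in each of the 3 tables. The same tables, per the file headers, hold log2 fold changes with their standard errors, a test score and p-values with adjusted p-values, in the layout that DESeq2 writes for the authors, limited to adjusted p-values of at most 0.05. The authors' model, software version, aligner and genome build are not stated. In the matrix, 6 columns that were not libraries were not used, and 19 gene names had been turned into dates by a spreadsheet; these were left as they were.

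Recovered totals ran from 6433259 to 24980303 reads per library, with a median of 17461993. Levels are given as CPM (recovered reads scaled to a common library total), as mean ± SD over samples, and reads of a group are sums over its libraries. PCR reads without molecular identifiers are not independent molecules, so floors and intervals cover counting error only. Where a group had 0 reads, its floor was set at 3 reads over the group and folds against it are lower bounds; where it had 1 to 3 reads, the ratio has an exact (Clopper-Pearson) 95% interval. Levels of genes that share sequence with paralogs are uncertain, since the treatment of multiply mapped reads is not stated.

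Genes were tested with limma 3.58.1 in R 4.3.3 on the deposited log2 values, with every gene of the matrix. The values of the 2 libraries of a colony were averaged, giving 13 samples in 6 groups. All entered 1 fit with 7 residual degrees of freedom and a spread moderated across genes with a trend on the mean deposited value. This spread pools colonies with WT and ESC libraries. Estimated sample weights, higher for tighter samples, were 0.95 to 1.72 in WT and 2.14 in miR-290 KO ESC. They were 0.53 to 1.01 in KO iPSC colonies and 0.62 in miR-302 KO ESC. If WT libraries share 1 derivation, the spread between derivations is understated and p-values are too small. The simulation described below gave all groups the same spread, so its share of false calls cannot show this. A constant per gene leaves every difference between libraries unchanged. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, over 12778 genes in each of 11 comparisons. The log2 fold change is that of CPM with the prior added, which shrinks changes of weakly expressed genes. Before the data were examined, a count model with TMM scaling had been planned; it was replaced by limma once the unit of the matrix was known, since the values are not counts. For the same reason the planned tests with DESeq2 and the planned absence of a filter were not run, and thinning was run only on recovered reads. Shifts of 5 gene lists fixed before the data were examined were tested with camera (preset correlation of 0.01), over 15 pairs of list and comparison, with fry and with camera under an estimated correlation beside it. In simulated data made from the spread of the real samples, with 200 genes per run changed by 1 or 2 on the log2 scale and 5 runs, the tests of KO iPSC against WT recovered between 42.3% and 43.8% of the changed genes, 18% to 19% of those changed by 1 and 66.2% to 69.6% of those changed by 2, and between 4.8% and 5.5% of the calls were false.

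For sites of the seed that the miR-290 and miR-302 clusters share, the longest 3' UTR of each gene was taken from GENCODE M21, which had 11839 of the genes; 12286 genes matched a symbol there. The annotation served for names, chromosomes, the order of genes along a chromosome and sequence, and no coordinates are given because the build used by the authors is unknown. Genes with at least 1 8mer site (AGCACTTA) were compared with genes without the 6-base site GCACTT by a two-sided permutation test on the difference in median log2 fold change, with 100000 resamples. Alternatives were 7-base sites (AGCACTT) and background genes matched on 3' UTR length and level. Level here was the mean deposited value over all samples, which differs from CPM by the constant of each gene. It includes the double KO, so matching on it partly matches on the change under test. Matched genes were compared as unpaired sets. In 40 random labelings within the tested genes, 1 gave a p under 0.05 without a shift and 40 did with a shift of 0.3. When random genes of any kind were set against genes without the site, 13 of 40 draws passed, so this background by itself gives too many small p-values. Backgrounds matched on length alone and on level alone, and matched backgrounds for other 8-base words, were chosen after seeing the data.

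Genes named in the text followed a rule set before the data were examined: in each comparison the 3 largest rises and the 3 largest falls among called genes whose libraries did not overlap between groups and whose higher group had at least 5 CPM; members of 8 fixed lists; and the 5 genes with an 8mer site and the largest rise in the double KO. Genes outside the rule are marked where they occur. Fold changes of KO groups share the WT libraries, so their correlation was set beside 50 simulated draws without change. Alternatives covered each library as a sample, the colony as a random effect, median-of-ratios scaling, a minimum of 5 CPM in 2 samples, only the groups compared, a replicate block, a minimum log2 fold change of 1, and leaving out each colony or library in turn. A further 6 alternatives were chosen after seeing the data. They were voom on recovered reads, voom on reads thinned to 14493348 reads per sample, colony 1 of the miR-302 KO on its library 1, its libraries averaged across colonies, sample weights, and removal of 8 chromosomes. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9 was used for the rest.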

Results

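The data were 19 QuantSeq libraries from 6 groups of mouse cells. WT iPSC had 3 libraries, and miR-290 KO, miR-302 KO and double KO iPSC had 4 libraries each, as 2 colonies with 2 libraries per colony. The miR-290 KO ESC and the miR-302 KO ESC had 2 libraries each. Summed over libraries, 51633003 reads were recovered for WT iPSC, 69326946 for miR-290 KO iPSC, 68315059 for miR-302 KO iPSC, 65243571 for double KO iPSC, 34597660 for miR-290 KO ESC and 35467753 for miR-302 KO ESC. At 3 reads over a group, these totals gave floors between 0.043 and 0.087 CPM. The library with the fewest reads was colony 2 library 2 of the miR-290 KO iPSC (6433259). The labels gave no sequencing batch or date. Among genes with recovered reads, the 20 most abundant took between 8.6% and 13.5% of these reads in 18 libraries. In colony 1 library 2 of the miR-302 KO iPSC they took 17.1%. That library also had the lowest mean correlation across genes with its group (0.852), against 0.904 or more in each of the others. The 543 genes without recovered reads, among them the abundant Dppa5a, enter neither these shares nor the CPM totals.

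The number of genes that differed between groups was compared first, to ask what the loss of each cluster, and of both, changed in the cells. Double KO and WT iPSC differed in 6255 genes, of which 3502 were higher and 2753 lower in the double KO. The change was at least 1 on the log2 scale in 4943 of them. The alternative that moved this number most was the removal of 8 chromosomes, which left 8412 genes to test and 4056 calls. With 1 colony or library left out, the number ran from 4495 to 6597. The median log2 change of all genes was 0.16, and median-of-ratios scaling moved it to 0.02. Under that scaling 3100 genes were higher and 3180 lower, and 5853 of the calls were shared. The excess of higher genes over lower ones thus depended on the scaling.

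**Figure D1:**
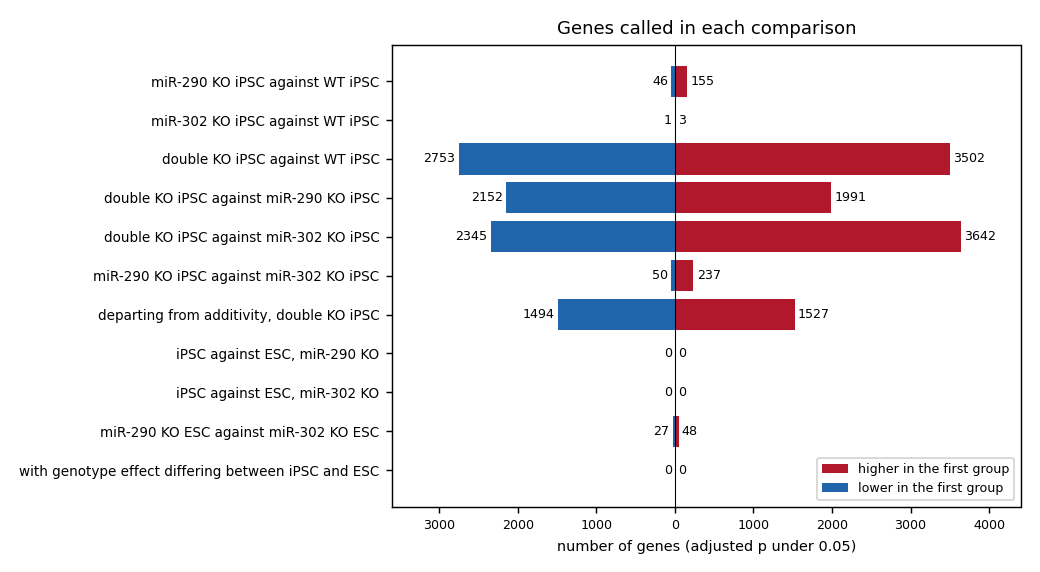
Number of genes (x axis) called at an adjusted p under 0.05 in each of the 11 comparisons (y axis), higher to the right and lower to the left, in the group named first or, for additivity, against the sum of the single KO changes. The 3 comparisons of the double KO with another group hold between 4143 and 6255 genes, and the comparisons of single KO groups with WT hold 201 and 4.

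By the naming rule, the largest rises in the double KO against WT were in Xist (chromosome X), Ly6a (chromosome 15) and Cd44 (chromosome 2). Xist had 624 ± 16.1 CPM in the double KO (SD, n = 2 colonies) and 0 reads in WT, which made it at least 10761-fold higher. Ly6a had 1304 ± 179.8 CPM against 0.23 ± 0.22 in WT (n = 3 libraries), a log2 fold change of 11.94 (SE 1.55, adjusted p 5.23e-05). Cd44 had 489 ± 382 CPM against 0.11 ± 0.20 (log2 fold change 10.93, SE 0.77, adjusted p 2.51e-07). The largest falls were in Pla2g1b (chromosome 5), Meg3 (chromosome 12) and Ephx2 (chromosome 14). Pla2g1b had 0 reads in the double KO and 160.4 ± 50.3 CPM in WT, at least 3484-fold lower. Meg3 had 0.08 ± 0.01 CPM against 212.5 ± 60.8 (log2 fold change −9.93, SE 1.31, adjusted p 5.88e-05). The spread of Meg3 was large in other groups, and it was not called in 2 of 25 alternatives. Ephx2 had 3 reads in the double KO against 7604 in WT, a ratio of 3203 in CPM (exact 95% interval 1096 to 15534).

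The double KO was also compared with each single KO. Against miR-290 KO iPSC, 4143 genes differed (1991 higher, 2152 lower), and 2682 did without colony 1 of the double KO. Against miR-302 KO iPSC, 5987 genes differed (3642 higher, 2345 lower), with a median log2 change of all genes of 0.24. Under median-of-ratios scaling, 2962 were higher and 2999 lower, so that the sign of the balance flipped. Against miR-290 KO the largest rises were Xist (10, SE 1.32), Brinp1 (8.20, SE 0.86) and Hs3st3a1 (7.92, SE 0.92) and the largest falls Utf1 (−9.43, SE 0.30), Dnmt3l (−9.34, SE 0.30) and Cldn4 (−9.15, SE 0.31), all as log2 fold changes. Against miR-302 KO they were Ly6a (10.83, SE 1.70), Xist (10.62, SE 1.32) and Tenm2, and Meg3 (−10.64, SE 1.43), Rpl39l and Pla2g1b. Tenm2 had 0 reads in the miR-302 KO and was at least 4400-fold higher in the double KO. Rpl39l and Pla2g1b had 0 reads in the double KO and were at least 2352-fold and 2069-fold lower. Apart from Meg3, which 2 alternatives left uncalled, these genes were called under every alternative run.

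Against WT iPSC, 201 genes differed in miR-290 KO iPSC, 155 of them higher and 46 lower, with a median log2 change of all genes of 0.14. This number depended on single colonies and libraries. It was 2 without miR-290 KO colony 2, 117 without its colony 1, and 46, 82 and 79 without WT libraries 1, 2 and 3. Without either of the miR-290 KO ESC libraries, which enter only the estimate of spread, it was 90 and 93. The alternative that raised it most took each library as a sample and gave 409 genes, 180 of them shared. Under median-of-ratios scaling 192 genes differed, 108 higher and 84 lower, so the share of higher genes fell from 77.1% to 56.2%. The largest rises were in Insm1 (chromosome 2, log2 fold change 4.57, SE 0.87, adjusted p 0.0257), Msln (chromosome 17, 4.25, SE 0.81, adjusted p 0.0277) and Ehd2 (chromosome 7, 3.93, SE 0.71, adjusted p 0.0219). Their levels were 14.02 ± 7.04, 16.7 ± 3.96 and 10.9 ± 9.26 CPM, against less than 1 CPM in WT. The largest falls were in Stra8 (chromosome 6, −4.16, SE 0.86, adjusted p 0.0355), Obox6 (chromosome 7, −4.12, SE 0.81, adjusted p 0.0281) and AA465934 (chromosome 11, −3.52, SE 0.76, adjusted p 0.0421). Without miR-290 KO colony 2, none of these 6 genes was called, with log2 fold changes of 5.01, 4.67, 3.05, −4.02, −3.46 and −3.10 in the order given. Without its colony 1, all but Ehd2 were lost (4.13, 3.83, −4.30, −4.79 and −3.93). Ehd2, Stra8, Obox6 and AA465934 were lost without any 1 of the WT libraries, Insm1 without WT library 2 or 3 and Msln without WT library 1 or 2 (3.47 or more for the rises and −3.39 or less for the falls). Obox6 (−4.12) and AA465934 (−3.52) were also lost without either miR-290 KO ESC library. Over all alternatives, each of the 6 lost its call in 4 to 10.

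Against WT iPSC, 4 genes differed in miR-302 KO iPSC, and 1928 had an unadjusted p under 0.05. Without miR-302 KO colony 2, 1273 genes differed, and with any other colony or library left out between 3 and 5 did. Rftn2 (chromosome 1) had 167 ± 61.1 CPM against 3.95 ± 0.96 (log2 fold change 5.07, SE 0.45, adjusted p 0.000437). Myof (chromosome 19) had 72.6 ± 14.7 CPM against 5.02 ± 0.74 (3.75, SE 0.43, adjusted p 0.0048), and was not called without miR-302 KO colony 1 (3.60). It also had 42.71 ± 8.72 CPM in the miR-290 KO and 45.68 ± 38.08 in the double KO iPSC. Emd (chromosome X) had 140.3 ± 18.5 CPM against 32.0 ± 0.63 (2.07, SE 0.18, adjusted p 0.000437). Emd lay between 129 and 165 CPM in each KO group of iPSC and ESC, so its difference from WT was not particular to the miR-302 KO. Within iPSC the same held for Myof. In ESC, however, Myof had 66.5 ± 7.8 CPM in the miR-302 KO and 6.03 ± 2.09 in the miR-290 KO. Ddx3y (chromosome Y) was lower (−2.23, SE 0.30, adjusted p 0.0175), but its mean joined libraries with 13.0 and 12.2 CPM and libraries with 0 and 0.30 CPM, and it was not called in 16 of 24 alternatives. Leaving out miR-302 KO colony 1 (−1.84), or any of the WT or miR-290 KO samples of either cell type (between −2.25 and −2.18), left it uncalled.

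Between the single KO groups of iPSC, 287 genes differed, with 237 higher and 50 lower in miR-290 KO, and 237 in all under median-of-ratios scaling. The number was 50 and 15 without miR-290 KO colonies 1 and 2, 19 and 1279 without miR-302 KO colonies 1 and 2, and 120 and 123 without either miR-290 KO ESC library. The genes named by the rule were Insm1 (5.55, SE 0.95), Gbp2 (5.17, SE 1.12) and Eif2s3y (5.14, SE 0.63), higher in miR-290 KO, and Xlr5a, C330024D21Rik (−5.62, SE 0.66) and 1700013H16Rik (−5.28, SE 1.10), lower in it, as log2 fold changes. Xlr5a had 2 reads in the miR-290 KO and 1353 in the miR-302 KO, a ratio of 687 in CPM (exact 95% interval 190 to 5675). Insm1, Gbp2, Xlr5a and 1700013H16Rik were not called without miR-290 KO colony 1 (5.11, 4.06, −6.11 and −5.25) or without its colony 2 (5.99, 6.29, −5.65 and −5.30). They were also not called without miR-302 KO colony 1 (6.38, 4.60, −6.91 and −6.06). Xlr5a and 1700013H16Rik were further lost without miR-302 KO colony 2 (−4.85 and −4.50), and these genes and Gbp2 were lost without either miR-290 KO ESC library (−5.88, −5.28 and 5.17).

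Additivity was tested as the double KO change minus the sum of both single KO changes, which asks whether the loss of both clusters did more or less than the separate losses. It failed in 3021 genes, with 1527 departing upward and 1494 downward. The number was 1834 without miR-290 KO colony 2, 1942 without miR-302 KO colony 1 and 1959 without double KO colony 1. The largest upward departures were in Kcnma1 (8.72, SE 1.41), Xist (8.48, SE 1.78) and Tenm2 (8.37, SE 1.13) and the largest downward ones in Dnmt3l (−9.64, SE 0.41), Utf1 (−9.37, SE 0.41) and Dppa2 (−8.90, SE 0.39). For genes near 0 reads in WT and single KO groups, such as Xist, the size of this term depends on the prior. Xist was not called here in 2 of 24 alternatives.

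Among 25 pluripotency genes fixed as a list, all 25 were called in the double KO against WT, 23 lower and 2 higher, and the same counts held adjusted over the list alone. The median log2 fold change of the list was −6.23 and its mean −5.47, against 0.04 for the mean of all genes (camera, adjusted p 2.43e-18, lower in 23 of 25 genes). The shift also passed under fry (9.87e-09) and under an estimated correlation (0.0115). Nanog had 2.33 ± 0.42 CPM in the double KO against 689 ± 33.8 in WT (log2 fold change −8.10, SE 0.27, adjusted p 2.5e-10). Pou5f1 had 24.4 ± 3.22 against 651 ± 127 (−4.69, SE 0.33, adjusted p 2.43e-07), Sox2 35.6 ± 10.6 against 383 ± 48.4 (−3.46, SE 0.23) and Esrrb 0.52 ± 0.05 against 317 ± 48.4 (−8.94, SE 0.22). Gdf3 was higher, with 458 ± 82.6 against 141 ± 18.7 (1.74, SE 0.21, adjusted p 2.95e-05). L1td1 was higher by less (0.54, SE 0.20, adjusted p 0.0416) and was not called in 12 of 25 alternatives, among them those without WT library 2 (0.57), WT library 3 (0.36), double KO colony 2 (0.37) or either miR-290 KO ESC library (0.54). The list mean in the miR-290 KO was −0.30 and its median −0.22, with 0 genes called and 4 adjusted over the list alone (camera, adjusted p 0.0047). This shift did not pass under fry (0.2687), under an estimated correlation (0.2345) or without miR-290 KO colony 1 (−0.48 relative to all genes). In the miR-302 KO the list mean was −0.02, with 0 genes called and 1 adjusted over the list alone (camera, adjusted p 0.531, higher relative to all genes).

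**Figure D2:**
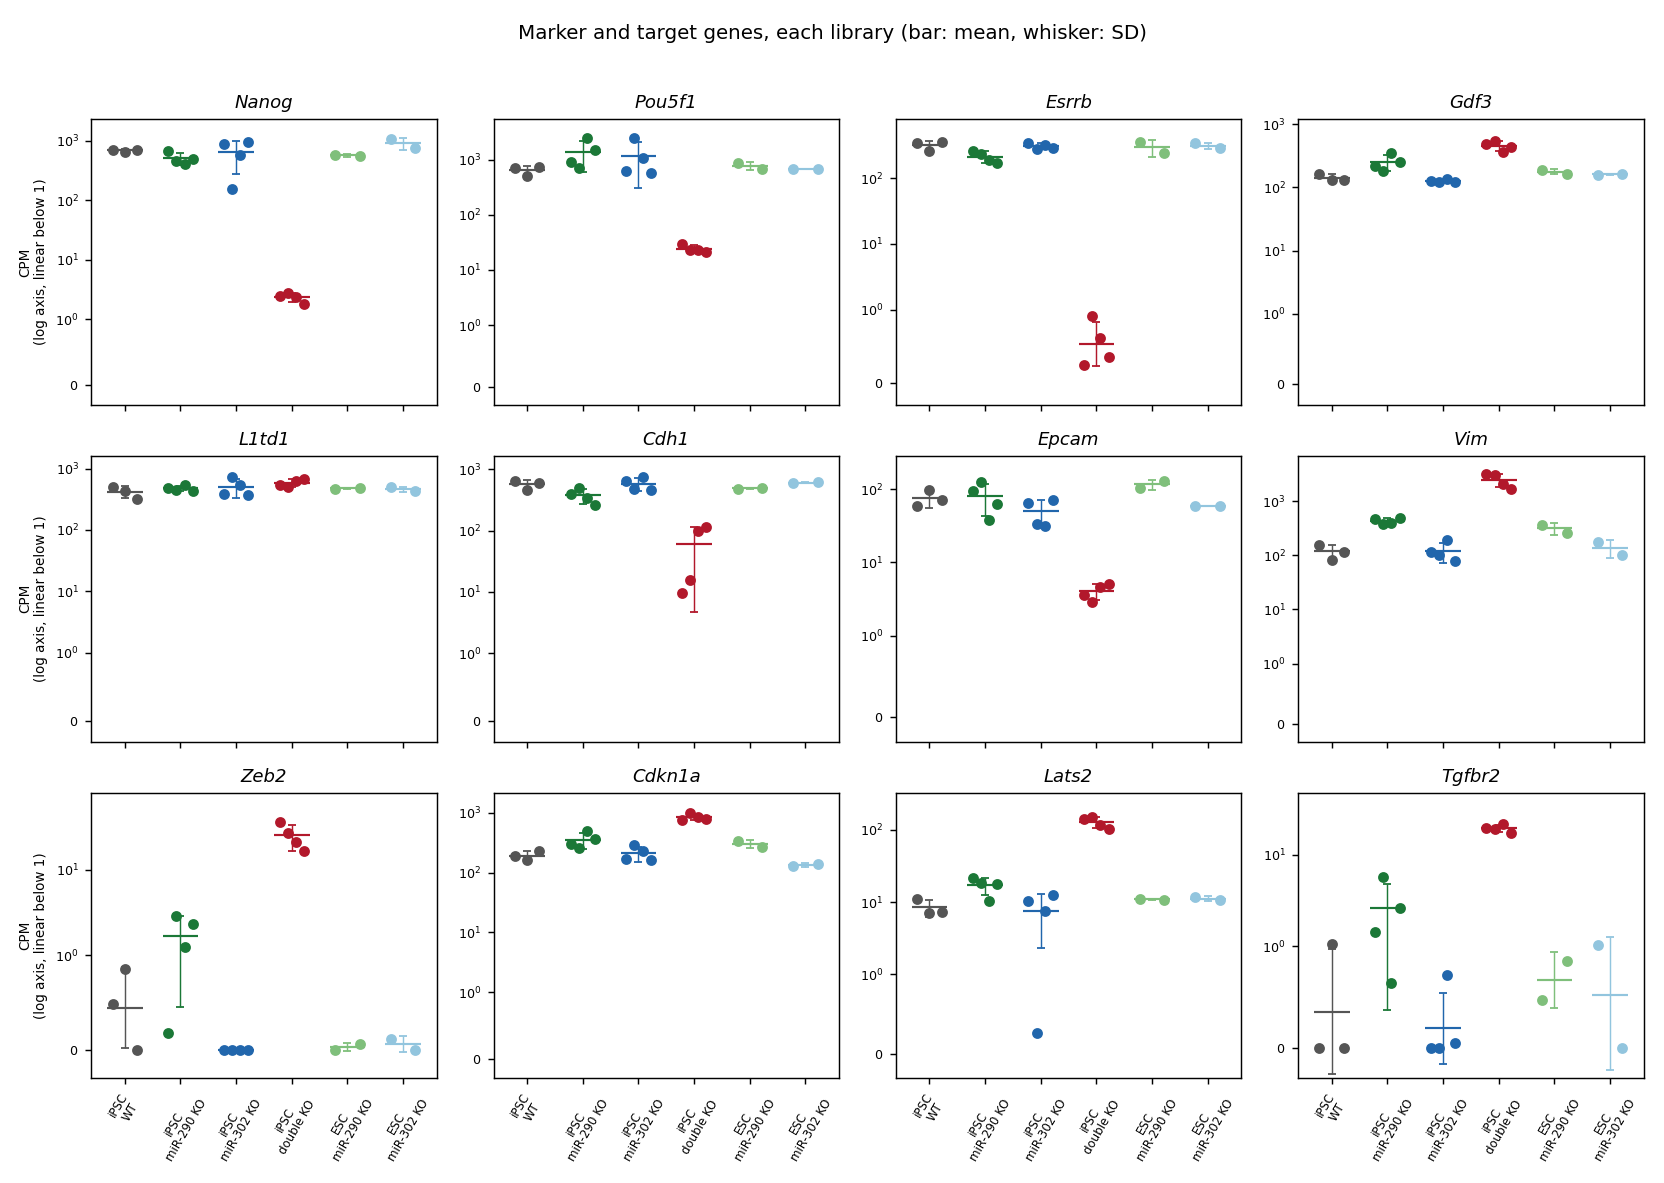
CPM (y axis, logarithmic above 1 and linear below) of 12 genes in each of the 19 libraries (points), by group (x axis), with the mean (bar) and SD (whisker) over libraries. The 4 double KO libraries lie between 1.76 and 2.79 CPM for Nanog, where each of the other libraries has 152 CPM or more, and between 1718 and 3146 CPM for Vim.

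Of 17 epithelial genes in the matrix, 15 were lower and 0 higher in the double KO (15 adjusted over the list alone), with a mean of −3.80 (camera, adjusted p 5.62e-07, lower in 16 of 17 genes). The median was −3.62, and −3.92 with 2 genes at 0 reads set to their bound. The shift passed under fry (0.000418) and not under an estimated correlation (0.2345). Cdh1 had 59.8 ± 66.9 CPM against 576 ± 102 in WT (−3.92, SE 0.60, adjusted p 0.000193), with 9.69 and 15.7 CPM in the libraries of colony 1 and 98.0 and 117 in those of colony 2. Of 16 mesenchymal genes, 5 were higher and 4 lower (6 and 4 adjusted over the list alone). Their mean was 0.51 and their median 0.03 (camera, adjusted p 0.753; fry, 0.4704). Within that list, Vim rose to 2503 ± 817 CPM from 119 ± 36.4 (4.44, SE 0.30, adjusted p 2.07e-07), Zeb2 to 25.4 ± 9.30 from 0.45 ± 0.43 (5.81, SE 0.82) and Cdh2 to 192 ± 2.81 from 8.36 ± 3.16 (4.58, SE 0.57). In the miR-290 KO, 1 mesenchymal gene was called (3 adjusted over the list alone). It was Vim (1.91, SE 0.30, adjusted p 0.0112), not called without miR-290 KO colony 1 (1.94) or colony 2 (1.88). The list mean there was 0.98 (camera, adjusted p 0.0418, higher in 14 of 16 genes), which did not pass under fry (0.0546), under an estimated correlation (0.3258), or without WT library 1 (0.72 relative to all genes), WT library 3 (0.66), miR-290 KO colony 1 (0.73) or either double KO colony (0.80). Epithelial genes had a mean of 0.46 there (camera, adjusted p 0.753), which changed sign relative to all genes without miR-290 KO colony 1 (−0.20). In the miR-302 KO, 0 genes of both lists were called, also adjusted over the list alone. The mesenchymal mean was −0.50 (camera, adjusted p 0.531) and the epithelial mean −0.65 (0.1132), which passed without WT library 1 (−0.72 relative to all genes).

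Of 20 genes taken before the data were examined as targets of these microRNAs in the literature, 12 were higher and 3 lower in the double KO (12 and 4 adjusted over the list alone), with a mean of 0.94 and a median of 1.61. This shift did not pass (camera, adjusted p 0.0961, higher in 14 of 20 genes; estimated correlation, 0.2345), though it did under fry (0.0088). Cdkn1a had 849.9 ± 27.0 CPM against 193 ± 33.3 (2.19, SE 0.22, adjusted p 6.57e-06), Lats2 127 ± 24.7 against 8.44 ± 2.24 (3.95, SE 0.49), Rbl2 21.8 ± 0.11 against 3.32 ± 0.86 (2.73, SE 0.51) and Tgfbr2 19.6 ± 0.01 against 0.36 ± 0.62 (6.12, SE 1.07). Nr2f2 had 114 ± 59.8 against 1.51 ± 0.08 (6.05, SE 0.68). In the miR-290 KO, 1 gene was called (8 adjusted over the list alone, all higher) and the mean was 0.87 (camera, adjusted p 0.000713, higher in 17 of 20 genes; fry, 0.000998; estimated correlation, 0.0593). The gene was Irf2 (3.28, SE 0.64, adjusted p 0.0281), not called in 10 of 24 alternatives, among them those without WT library 1 (3.22), WT library 3 (2.83), miR-290 KO colony 1 (2.84) or colony 2 (3.71), or miR-290 KO ESC library 1 (3.28). Cdkn1a was not called there (0.86, SE 0.22, adjusted p 0.0745) except without miR-290 KO colony 1 (1.18) and in 1 other alternative. In the miR-302 KO, 0 genes were called on either scale and the mean was −0.22 (camera, adjusted p 0.753). Relative to all genes it changed sign without WT library 2 (0.04) or miR-302 KO colony 1 (0.05).

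Of 12 germ layer genes, 2 were higher and 7 lower in the double KO (the same adjusted over the list alone), with a mean of −1.76 and a median of −2.68. The shift did not pass under camera (adjusted p 0.0905, lower in 9 of 12 genes) or an estimated correlation (0.2345) but did under fry (0.000998). Against WT, 2 were higher in the miR-290 KO (4 adjusted over the list alone), with a mean of 0.83 (camera, adjusted p 0.1563; fry, 0.0126). In the miR-302 KO, 0 were called (1 adjusted over the list alone), the mean was −0.24, and camera and fry gave opposite directions (adjusted p 0.7035 and 0.6842). Whether a list shift differed between KO groups was not tested.

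The deleted loci themselves were covered only by genes next to or around them, since the microRNAs lay outside the matrix. AU018091 (chromosome 7), listed beforehand for the miR-290 locus, had 20.97 ± 22.7 CPM in the double KO against 137 ± 22.9 in WT (−3.29, SE 0.58, adjusted p 0.000546). In the miR-290 KO it had 92.7 ± 5.89 CPM (−0.57, SE 0.58, adjusted p 0.6685). Whether its transcript includes the cluster was not examined, so its level is no readout of the deletion. Larp7, which holds the miR-302 cluster (chromosome 3), did not differ in the double KO (0.04, SE 0.20, adjusted p 0.8991) or the miR-302 KO (−0.17, SE 0.20, adjusted p 0.6996). Its sign in the double KO changed without WT library 3 (−0.03) or double KO colony 2 (−0.20). Of these 2 genes, 1 was called in the double KO and 0 in the single KO groups, with the same counts adjusted over the list alone.

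Of 5 sex-linked genes listed before the data were examined, 1 was higher and 4 lower in the double KO, adjusted over all genes or over the list alone. In the miR-290 KO, 1 was higher (3 adjusted over the list alone), and in the miR-302 KO, 1 was lower (3 adjusted over the list alone). Ddx3y had 47.1 ± 1.92 CPM in the miR-290 KO and 8.23 ± 0.41 in WT (2.51, SE 0.30, adjusted p 0.004), and was not called without miR-290 KO colony 2 (2.42). In the double KO, Ddx3y had 0.17 ± 0.05 CPM (−4.83, SE 0.30, adjusted p 7.41e-08), Eif2s3y had 2 reads against 149 in WT (ratio 94 in CPM, exact 95% interval 26 to 785) and Uty 1 read against 116 (ratio 147, 26 to 5839). Groups thus differed in Y-linked and X-linked genes in addition to their genotype. Of 13 imprinted genes, 10 were lower and 1 higher in the double KO, also adjusted over the list alone. Of the same genes, 1 was higher in the miR-290 KO (2 adjusted over the list alone), and in the miR-302 KO 0 were called on either scale. Meg3 in the miR-290 KO had 292 and 379 CPM in the libraries of colony 1 and 3.16 and 1.87 in those of colony 2.

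**Figure D3:**
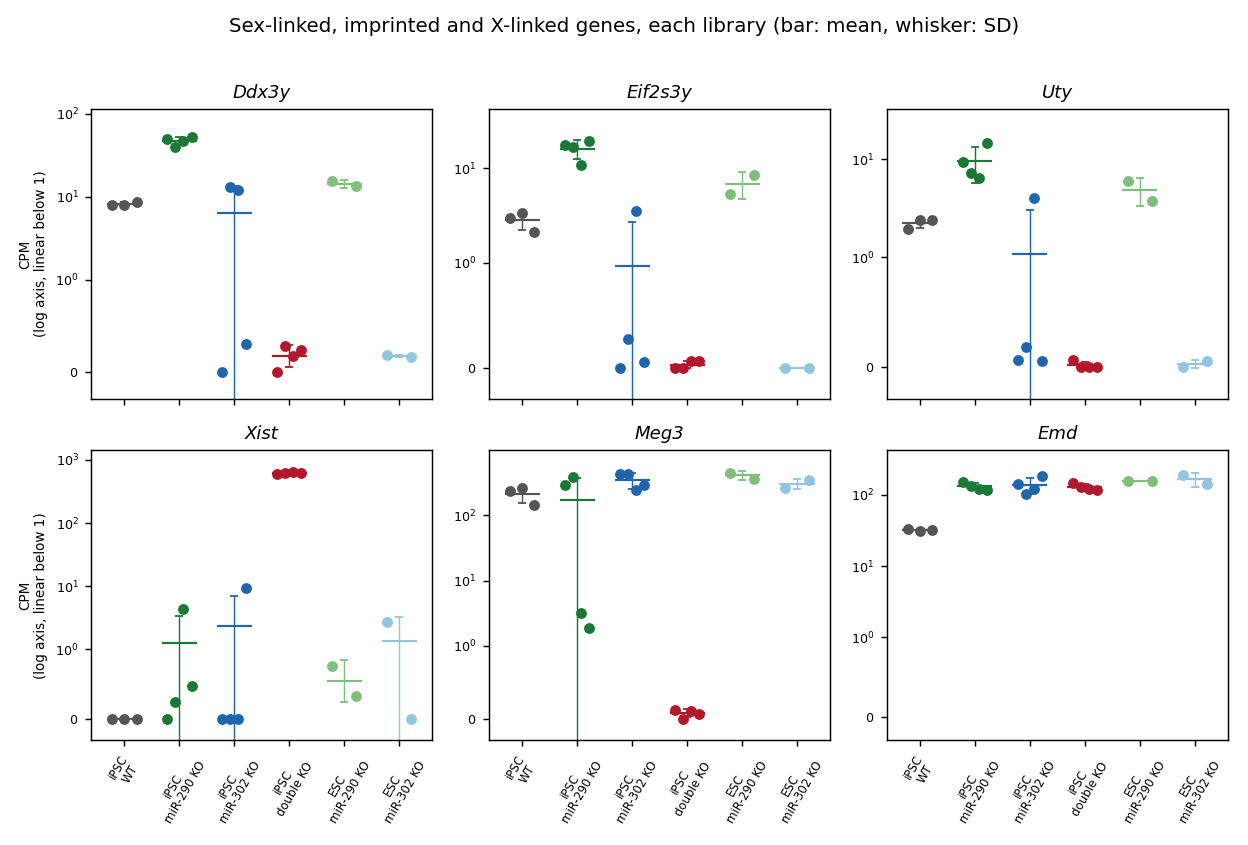
CPM (y axis, logarithmic above 1 and linear below) of 6 genes in each of the 19 libraries (points), by group (x axis), with the mean (bar) and SD (whisker) over libraries. Xist lies between 599 and 648 CPM in the 4 double KO libraries and at 9.37 CPM or less elsewhere, and Emd lies between 31.4 and 32.7 CPM in WT and at 102 CPM or more elsewhere.

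Genes with an 8mer site for the shared seed in the 3' UTR (428 genes) were compared with 7905 genes without a 6-base site, to ask whether likely direct targets rose. In the double KO the median log2 fold change was 0.60 with the site and 0.05 without, a difference of 0.55 (two-sided permutation test, p 1e-05, the smallest that 100000 resamples can give; adjusted over 3 tests 1.5e-05), and 66.8% of the site genes lay above the median of the others. In the miR-290 KO the difference was 0.19 (p 1e-05, adjusted 1.5e-05; 64.5% above), and in the miR-302 KO 0.05 (p 0.16, adjusted 0.16; 54.9% above). Against 428 genes without a site matched on 3' UTR length and level, the differences were 0.14 (p 0.211), 0.03 (p 0.355) and −0.05 (p 0.215). None of the 3 passed on that background. Against genes matched on length alone they were 0.20 (p 0.032), 0.11 (p 0.004) and −0.04 (p 0.324), and against genes matched on level alone 0.66 (p 1e-05), 0.23 (p 1e-05) and 0.06 (p 0.151). Median 3' UTR lengths were 2901 bases with the site, 778 without and 2862 in the matched genes. Of 623 other 8-base words, 17 gave a difference as high as the seed in the double KO, 17 in the miR-290 KO and 281 in the miR-302 KO. With each word set against its own genes matched on length alone, 77, 49 and 467 did, and with length and level 122, 209 and 488. The words were not matched to the seed in number of genes, and medians of fewer genes vary more. With length and level, other words ran from −0.96 to 0.93 in the double KO. These counts therefore do not rank the seed. Of the 428 genes, 232 were called in the double KO, 178 higher and 54 lower. The 5 with the largest rise were Hs3st3a1 (8.85, SE 0.84), Trabd2b (7.52, SE 1.01), Cd109 (7.19, SE 0.43), Nfia (6.74, SE 0.53) and Tgfbr2 (6.12, SE 1.07). Of these, Cd109 (2.54, adjusted p 0.0171) and Nfia (2.53, adjusted p 0.0374) were also called in the miR-290 KO and none in the miR-302 KO. The difference between KO groups was not tested.

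The fold changes of the KO groups against WT were compared across all genes of the matrix, which are not independent replicates. The correlation of the miR-290 KO with the double KO was r 0.47 (rho 0.50, 70.7% of genes with the same sign). It was r 0.27 (rho 0.31, 61.5%) between the single KO groups and r 0.09 (rho 0.10, 54.6%) between the miR-302 KO and the double KO. Because all 3 share the WT libraries, simulated groups without any change gave r between 0.37 and 0.44 with 63.1% to 63.3% of the same sign. Only the miR-290 and double KO correlation lay above that range, and r 0.27 and r 0.09 lay below it. The double KO changed in 6255 genes, unlike the simulated groups. The range therefore cannot tell how much of the real correlations comes from the shared WT libraries. It was r 0.41 without miR-290 KO colony 2 and 0.44 without its colony 1, neither of them above the range. The shares of the same sign were then 68.4% and 67.6%. No range was simulated for groups with a colony left out, so whether the excess needs both colonies cannot be told. Of 201 genes called in the miR-290 KO, 176 were called in the double KO, 162 with the same sign.

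iPSC and ESC of the same genotype were compared to ask whether the origin of the cells mattered. With limma, 0 genes differed for the miR-290 KO (492 with an unadjusted p under 0.05) and 0 for the miR-302 KO (1343). Voom on recovered reads also gave 0 and 0. Without miR-290 KO iPSC colony 1, 7 genes differed for that genotype, and 1 did without either double KO colony. For the miR-302 KO, 955 differed without iPSC colony 2, 20 without ESC library 1, 2 without iPSC colony 1 and 1 without either double KO colony. In simulated data for these 2 comparisons, with 200 genes per run changed by 1 or 2 on the log2 scale in the iPSC, the tests found 34.4% and 38.5% of the changed genes, and 9.6% and 13.4% of those changed by 1. Runs gave between 60 and 85 calls, so a count of 0 leaves fewer or smaller changes open.

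The genotypes were compared within ESC, where 75 genes differed between miR-290 KO and miR-302 KO, 48 higher and 27 lower in the miR-290 KO. With only these 4 libraries in the model 0 were called (1526 with an unadjusted p under 0.05), so the number rests on the spread in the other groups. It was 4 without either miR-290 KO ESC library, 357 and 19 without miR-302 KO ESC libraries 1 and 2, 38 and 41 without WT libraries 1 and 3, and 37 without either miR-290 KO iPSC colony. Mid1 (chromosome X) had 429 reads against 1 (ratio 440 in CPM, exact 95% interval 79 to 17411), Krt7 (chromosome 15) a log2 fold change of 6.09 (SE 0.91, adjusted p 0.0152), and Eif2s3y (chromosome Y) 239 reads against 0, at least 82-fold higher. Xlr5a (chromosome X) had 0 reads against 746, at least 243-fold lower, Rftn2 a log2 fold change of −4.00 (SE 0.49, adjusted p 0.0048) and AI662270 (chromosome 11) of −3.61 (SE 0.57, adjusted p 0.0211). Krt7 (6.36 and 5.81), Rftn2 (−4.18 and −3.82) and AI662270 (−4.05 and −3.18) were not called without miR-290 KO ESC library 1 or 2, and Eif2s3y not without library 2 (5.28). Without miR-302 KO ESC library 2, Krt7 (5.01) and AI662270 (−3.62) were not called. Xlr5a was not called in 15 of 24 alternatives, among them those without any of the ESC or single KO iPSC samples or WT library 1 (between −8.16 and −5.05). The difference between genotypes did not itself differ between iPSC and ESC in any gene with limma or voom (552 and 386 with an unadjusted p under 0.05). Without miR-290 KO iPSC colony 1 and miR-302 KO iPSC colony 2, it differed in 4 and 5 genes.

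**Figure D4:**
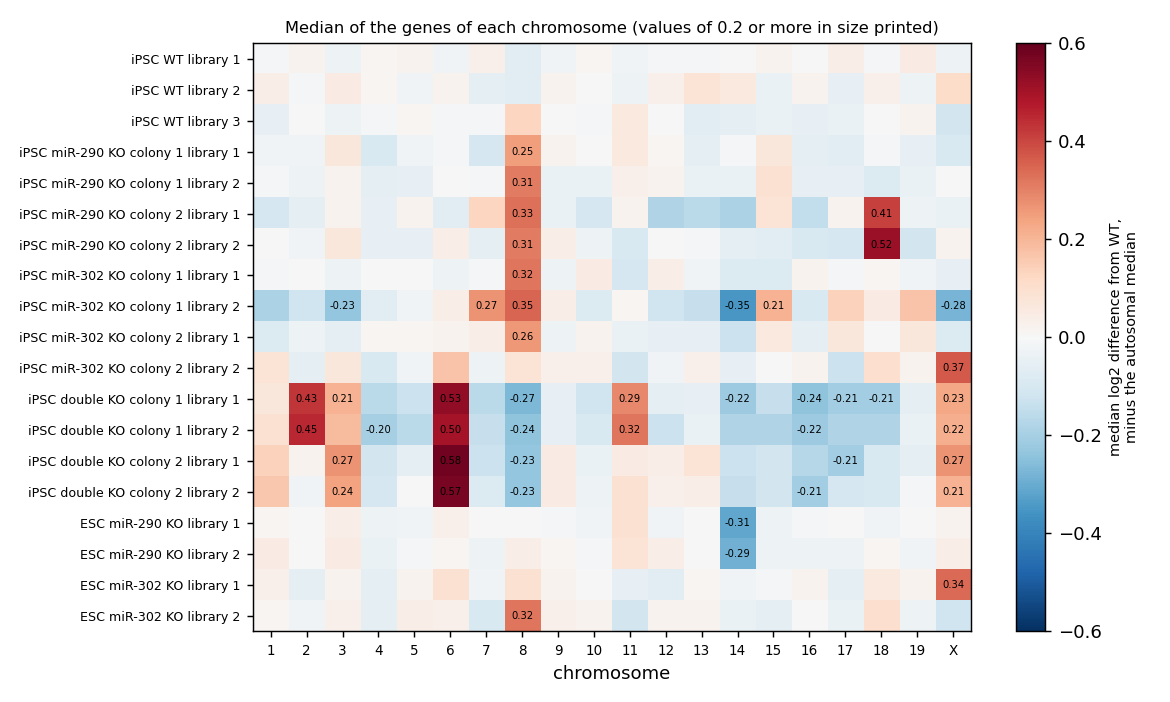
Median log2 difference from WT iPSC of the genes of each chromosome (x axis) in each library (y axis), minus the autosomal median of the library, over 9332 genes with at least 5 CPM. Medians in WT libraries are 0.13 or less in size, and those of chromosome 6 in the 4 double KO libraries lie between 0.50 and 0.58.

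Medians of the genes of each chromosome were compared with WT to show differences that follow chromosomes and not single genes. Colony 2 of the miR-290 KO iPSC had medians of 0.33 and 0.31 on chromosome 8 and of 0.41 and 0.52 on chromosome 18. Colony 1 of the miR-302 KO iPSC had 0.32 and 0.35 on chromosome 8. Chromosome 8 was also higher in colony 1 of the miR-290 KO iPSC (0.25 and 0.31), in colony 2 library 1 of the miR-302 KO iPSC (0.26) and in library 2 of the miR-302 KO ESC (0.32), so this shift was shared by several KO libraries. In the double KO, chromosome 2 had 0.43 and 0.45 in colony 1, and chromosome 6 had 0.53 and 0.50 in colony 1 and 0.58 and 0.57 in colony 2. Genes named above on these chromosomes include Cd44, Vim and Insm1 (chromosome 2), Nanog, Gdf3 and Stra8 (chromosome 6) and Irf2 (chromosome 8). This list is not complete.

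The authors' deposited comparison tables list genes with an adjusted p of at most 0.05. For the double KO they hold 8672 genes (4038 higher and 4634 lower), 7833 of them in the matrix. Of these, 5948 were also called here (75.9% of the authors' genes and 95.1% of the calls here), and 99.9% of the 7833 had the same sign. The balance of their whole table is the opposite of the 3502 higher and 2753 lower found here. Median-of-ratios scaling moved the balance here in the direction of theirs (3100 higher and 3180 lower), and whether it accounts for the whole difference was not tested. For the miR-290 KO they hold 1429 genes (1355 in the matrix, 199 also called here), and for the miR-302 KO 43 (41 in the matrix, 3 also called here). With each library as a sample, 381 and 13 of these genes were called. The same sign held in 100% of the shared genes of both single KO tables. Since these tables come from the same libraries, the overlap is not independent evidence.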

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

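The tests of depth, of a library taken from other cells, of the X medians, of pairings in the other KO groups, of Y loss by colony, of additivity and of other splits of the libraries were chosen after the results were seen, and the tests of exchanged libraries by gene counts, of GC content and of the most abundant genes were written before. In the groups of 4 libraries, 183 sets of values were searched for a library whose gap to its nearest neighbour took a larger share of the whole range than Dixon's 95% limit for 4 values, with genes on the log2 scale. This was so in 14 sets, and about 1 in 20 sets would show it by chance. The 14 were not spread evenly, since 9 of them lay in the miR-302 KO iPSC and 3 in its colony 1 library 2.

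Colony 1 library 2 of the miR-302 KO iPSC stood apart in the share of reads in its 20 most abundant genes (17.1% against 11.3%, 11.6% and 11.7%, gap 0.931 of the range), in Cdh2 (1.18 CPM against 7.67, 6.51 and 7.99, gap 0.89) and in Lats2 (0.27 CPM against 10.2, 7.43 and 12.3, gap 0.854). Its mean correlation with its group was 0.852. The tables argue against depth, since the library with the fewest reads of all kept a mean correlation of 0.945 with its own group. Its 20 most abundant genes with recovered reads do not account for the low correlation either. The correlation was 0.85 without them and 0.903 or more in the other libraries treated in the same way. A bias with GC content may contribute, because its deviation from the group rose with the GC content of transcript ends (Spearman rho 0.18 across 12286 genes). The correlation is weak, a difference in cell state could produce it too, and the 2 cannot be told apart here. With colony 1 of this group resting on its library 1 alone, 339 genes differed between miR-290 KO and WT iPSC, against 201.

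The 2 libraries of each miR-302 KO iPSC colony disagreed on Y-linked genes. Ddx3y had 0 and 13.0 CPM in colony 1 and 12.2 and 0.30 CPM in colony 2. Uty stood apart in colony 2 library 1 (4.0 CPM against 0.06, 0.18 and 0.05, gap 0.83), as did Tgfbr2 (0.72 CPM against 0, 0 and 0.05, gap 0.835) and Kcnma1 (0.10 CPM against 0, gap 1), both near the floor. Colony 2 library 2 stood apart in Xist (9.37 CPM against 0, gap 1), Ly6a (15.4 CPM against 0.06, 0.09 and 0.26, gap 0.841) and Stra8 (13.2 CPM against 10.9, 10.7 and 10.9, gap 0.89). In colony 1 library 2, Eif2s3y (0.27 CPM) and Uty (0.18 CPM) stayed low beside Ddx3y, so the Y-linked genes of that library disagreed among themselves.

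A candidate explanation is an exchange of 2 libraries between the colonies. Of autosomal genes, 154 had like values when libraries were paired across the colonies, 63 when paired as labelled and 36 when paired by library number. This met what was written before the test, and in the other KO groups the labelled pairs had the highest count (74 against 26 at most in the miR-290 KO, 290 against 17 at most in the double KO). These counts leave an exchange possible. The X-linked medians do not separate the pairings, since those of the Y-negative libraries, paired across the colonies, differed by 0.42 and those of the labelled pairs by 0.23 and 0.45, all above the 0.09 of other colonies. An exchange thus leaves the X-linked difference unexplained. It also leaves 2 Y-linked genes apart in colony 1 library 2 and colony 2 library 1, which it would pair. Uty had 0.18 and 4.0 CPM there and Eif2s3y 0.27 and 3.54 CPM, while Ddx3y was alike (13.0 and 12.2 CPM). Loss of the Y chromosome in part of a culture should leave the X-linked median as it was. In colony 2 the Y-negative library was higher by 0.45 on the X, beyond the 0.20 of any autosome, which argues against Y loss alone. In colony 1 the difference was 0.23, within the autosomal differences of that pair (up to 0.29), so Y loss cannot be told apart there from other causes. A wrong label is also possible: colony 2 library 2 correlated 0.97 with library 1 of the miR-302 KO ESC, against 0.947 at most with its own group, and the chromosome medians of these 2 differed by 0.08 at most, while the 2 ESC libraries correlated 0.932. A higher correlation outside the group was not particular to this library. Colony 1 library 2 of the miR-290 KO iPSC had 0.972 with library 2 of the miR-290 KO ESC against 0.96 at most in its group, and colony 2 library 1 of the miR-302 KO had 0.952 with WT library 1 against 0.939. The chromosome medians of these pairs differed more, by up to 0.27 and 0.33. Of all pairs from different groups, the smallest chromosome difference was the 0.08 above, and the next was 0.09, between colony 1 library 1 of the miR-302 KO iPSC and library 2 of the miR-302 KO ESC. The values are consistent with 1 culture behind both libraries, in either direction, or with a common origin of the cells. All comparisons that use the miR-302 KO iPSC or the miR-302 KO ESC carry this doubt, among them the ESC genotypes, additivity and the comparisons of the miR-290 and double KO with the miR-302 KO. Apart from Y loss, no biological explanation was tested.

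The remaining 5 sets were of genes at low levels. Trabd2b had 0.27 CPM in colony 1 library 1 of the miR-290 KO iPSC against 1.58, 1.60 and 1.55 (gap 0.98). Kcnma1 had 0.68 CPM in its colony 2 library 1 against 0.14, 0.13 and 0.16 (gap 0.904). In the double KO, Ephx2 had 0 CPM in colony 1 library 1 against 0.07, 0.06 and 0.06 (gap 0.834), Uty 0.06 CPM in the same library against 0 (gap 1), and Xlr5a 0.49 CPM in colony 1 library 2 against 0 (gap 1). All but Trabd2b and Kcnma1 rest on 7 reads or fewer in the whole group, and none was weighed further.

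The effects of the clusters differed by context: in 3021 genes the change in the double KO departed from the sum of both single KO changes, by a test of that difference. The tables argue against depth, scaling and chromosome shifts as technical explanations. With reads thinned to the shallowest sample 2580 genes departed, against 2983 on all recovered reads, and with median-of-ratios scaling 3072 did. Among genes with recovered reads, the 20 most abundant took 9.1% of reads at most in the double KO, and 10% or more elsewhere. Crowding out by abundant genes was thus not seen among these genes. The 543 genes without recovered reads, among them the abundant Dppa5a, are not in this share, so it does not settle the question. Without 8 chromosomes that shifted in some libraries, 21.6% of the genes departed, against 23.6% of all genes. Of 100 splits of the libraries, 1 gave as many departures (3624 with each library as a sample, 2463 at most in the others), the real one. Such splits scatter the double KO libraries over other groups, which widens the spread within groups. Purely additive effects could also put the real split first, so the splits do not test additivity. Libraries of a colony are also not independent in them. A dependence of the 2 clusters on each other may be behind these departures, as a hypothesis. The cells of the double KO also differed in sex-linked genes and in chromosome medians, so other properties of these cells stay open, and a property of the WT libraries enters this term as well.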

How the results depend on the processing

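The alternatives with voom, colony 1 of the miR-302 KO iPSC on library 1, its libraries averaged across colonies, sample weights, removal of 8 chromosomes and site backgrounds matched on length or level alone were chosen after seeing the data, as was the count of the authors' genes with each library as a sample. The other alternatives were fixed before. Except where a cause is named, the cause was not tested.

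The number of genes that differed between double KO and WT iPSC stayed within 1.5 times 6255 under every alternative but 1. Without 8 chromosomes, 4056 differed, since only 8412 genes were tested. For the same reason the numbers against the miR-290 KO and the miR-302 KO fell to 2563 and 3824, and the departures from additivity to 1815. Under all other alternatives apart from leaving out samples, these 3 numbers also stayed within 1.5 times their value.

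The smaller numbers depended on the processing. For the miR-290 KO against WT iPSC (201), they were 409 with each library as a sample, 343 with the colony as a random effect, 55 with a replicate block, 339 with colony 1 of the miR-302 KO on library 1 alone, 116 with its libraries averaged across colonies, 386 with sample weights and 117 without 8 chromosomes. For the miR-302 KO against WT (4), they were 20 with each library as a sample, 16 with the random effect, 7 with the minimum of 5 CPM and 2 with a replicate block. For the miR-290 KO against the miR-302 KO iPSC (287), they were 1061 with each library as a sample, 901 with the random effect, 6 with only the groups compared, 137 with a replicate block, 99 on thinned reads, 155 across colonies, 23 with sample weights and 161 without 8 chromosomes. For the ESC genotypes (75), they were 9 with each library as a sample, 7 with the random effect, 0 with only the groups compared, 28 with a replicate block, 10 with voom, 39 on thinned reads, 129 with colony 1 on library 1 alone, 31 across colonies and 43 without 8 chromosomes. For iPSC against ESC of the miR-290 KO (0), 1 gene differed with each library as a sample, 1 with the random effect, 1 on thinned reads and 4 with sample weights. For the miR-302 KO (0), 1 differed with median-of-ratios scaling and 1 with the minimum of 5 CPM. A replicate block pairs samples by their number. Correlations of samples with the same number ran from −0.27 to 0.18, so the numbers do not pair the samples.

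Leaving out each colony or library in turn gave between 2 and 300 genes for the miR-290 KO against WT, 3 and 1273 for the miR-302 KO against WT, 4495 and 6597 for the double KO against WT, 2682 and 4541 against the miR-290 KO, and 4465 and 6211 against the miR-302 KO. It gave between 15 and 1279 for the single KO iPSC groups, 1834 and 3817 for additivity, 0 and 7 and 0 and 955 for iPSC against ESC of the miR-290 KO and the miR-302 KO, 4 and 357 for the ESC genotypes, and 0 and 5 for the difference of genotype effects between iPSC and ESC. Where 1 sample was left in a group, it was assumed to vary like the other groups.

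Shifts of gene lists are given here relative to the mean of all genes. In the miR-290 KO, the pluripotency shift did not pass with fry or an estimated correlation (−0.49 in both), and ran from −0.55 to −0.42 with samples left out. The mesenchymal shift did not pass with fry or an estimated correlation (0.80 in both), with a replicate block (0.66), with colony 1 of the miR-302 KO on library 1 alone (0.80) or without 8 chromosomes (0.98), and ran from 0.66 to 1.01 with samples left out. The shift of published targets did not pass with an estimated correlation (0.68) and ran from 0.59 to 0.79. The germ layer shift passed with fry (0.64) and on thinned reads (0.69), and ran from 0.54 to 0.74. The epithelial shift ran from −0.20 to 0.74 and reversed without miR-290 KO colony 1. In the miR-302 KO, the epithelial shift passed with the minimum of 5 CPM (−0.74) and with a replicate block (−0.69), and ran from −0.72 to −0.12 with samples left out. The germ layer shift reversed with the minimum of 5 CPM (0.07) and ran from −0.15 to −0.06. The shift of published targets ran from −0.20 to 0.05 and reversed without WT library 2 (0.04) or miR-302 KO colony 1 (0.05). The others ran from 0.06 to 0.19 (pluripotency) and from −0.61 to −0.11 (mesenchymal). In the double KO, the epithelial shift did not pass with an estimated correlation (−3.84) and ran from −4.49 to −3.20. The shift of published targets passed with fry (0.90), voom (1.93) and thinned reads (1.88), and ran from 0.81 to 1.01. The germ layer shift passed with fry (−1.80) and ran from −2.07 to −1.54. The pluripotency shift passed under every alternative run and ran from −5.72 to −5.31, and the mesenchymal shift from 0.13 to 0.80.

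Against genes matched on length and level, the difference of genes with an 8mer site no longer passed in the miR-290 KO (0.03) or the double KO (0.14) and reversed in the miR-302 KO (−0.05), which had not passed. Against genes matched on length alone, those of the miR-290 KO (0.11) and the double KO (0.20) still passed and that of the miR-302 KO reversed (−0.04). Against genes matched on level alone, none changed its side of the threshold. With 7-base sites, that of the miR-302 KO passed (0.04, permutation test, p 0.047). However, 359 of 629 other 7-base words gave a difference as high, so this result does not set the seed apart. With samples left out, the difference for 8mer sites ran from 0.16 to 0.21 in the miR-290 KO. It ran from 0.03 to 0.08 in the miR-302 KO and from 0.53 to 0.59 in the double KO. Correlations of fold changes ran from 0.14 to 0.34 between the single KO groups and from 0.07 to 0.14 between the miR-302 and double KO. Between the miR-290 and double KO they ran from 0.41 to 0.50. The 0.41, without miR-290 KO colony 2, lay within the range of simulated groups without change. That range does not carry over to a group with many changed genes. Of the authors' genes, 381 were called for the miR-290 KO and 13 for the miR-302 KO with each library as a sample, against 199 and 3.

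For the named genes, 2010 alternatives were run. In 1817 the direction and the side of the threshold were the same, in 185 the call was lost, in 2 a call was gained and in 6 the direction reversed. All 6 were Larp7 in the double KO, which was not called: −0.10 with median-of-ratios scaling, −0.03 with a replicate block, −0.18 with voom, −0.20 on thinned reads, and −0.20 to 0.27 with samples left out. DESeq2, the absence of a filter, and the random effect for gene lists were not run, and thinning was run only on recovered reads. With 0 reads over a group, levels of up to 0.043 to 0.087 CPM, by group, stay possible.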

Other observations

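The tests of Y-linked genes in WT, of other cells in the double KO, of 3' UTR length and level, of splits of the libraries, and of both sides of chromosomes 2 and 14 and of chromosome 8 in the miR-302 KO were chosen after the results were seen. The tests of imprinted genes, Xist and the other chromosome medians were written before.

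Splits of the libraries into groups of the same sizes were counted with each library as a sample, as a check on the number of genes called. Libraries of a colony are not independent in these splits. For the miR-290 KO against WT, 1 of 35 splits gave as many genes (409, and 14 at most in the others), the real one. For the miR-302 KO against WT, 3 of 35 did (20, and 33 at most), so that number is within what other splits give. The real split was also the only 1 of 35 for the double KO against WT (6163, 3233 at most), the double KO against the miR-290 KO (5272, 1 at most), the double KO against the miR-302 KO (6902, 192 at most) and the miR-290 KO against the miR-302 KO (1061, 759 at most).

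Meg3, Rian and Mirg, from 1 imprinted region of chromosome 12, were near 0 in both libraries of miR-290 KO iPSC colony 2 and in the double KO. Against colony 1, they changed by −7.00, −5.30 and −6.59 on the log2 scale. Low depth does not explain this, because autosomal genes of like level changed by −0.13 at most in their medians. Silencing of this region in some cultures is a hypothesis that may hold, and the design has no group that would test it.

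Y-linked genes were lower in WT iPSC than in miR-290 KO iPSC, by 2.51 for Ddx3y, 2.45 for Eif2s3y and 1.95 for Uty on the log2 scale. A part of the WT cells may carry no Y chromosome. The 3 differences lay within 0.56 of each other, with SE between 0.30 and 0.57, as this needs. Any other change shared by these genes would look the same, and no biological explanation was tested.

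Xist was high in the double KO libraries, together with very low Y-linked genes. Cells with 2 X chromosomes, 1 of them inactive, could show this. X-linked genes were higher than in WT by a mean of 0.23 in the medians of the double KO libraries (0.21 to 0.27), but autosomes of these libraries shifted by as much, so the test does not decide. Whether these colonies came from female fibroblasts cannot be read from the labels.

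The genes of some chromosomes moved together. Outside the double KO and with the Y chromosome left aside, 3 combinations of colony and chromosome had medians of at least 0.3 in size in all libraries, where WT libraries reached 0.13: chromosomes 8 and 18 in miR-290 KO iPSC colony 2, and chromosome 8 in miR-302 KO iPSC colony 1. Chromosome 8 had between 0.25 and 0.32 in 4 other KO libraries too, so its shift was not particular to these colonies. With the genes of a chromosome parted in the middle of their order, either side had a median of 0.26 or more for chromosome 8 in that miR-290 KO colony (up to 0.38), of 0.22 or more in that miR-302 KO colony (up to 0.49), of 0.36 or more for chromosome 2 in double KO colony 1 (up to 0.49) and of 0.47 or more for chromosome 6 in the double KO (up to 0.62). These values are consistent with a gain of the whole chromosome. For chromosome 18 the lowest was 0.19 and the highest 0.60, so a gain of the whole chromosome and one of a part cannot be told apart. In miR-290 KO ESC, chromosome 14 had −0.31 and −0.29, but its proximal genes had −0.10 and −0.08 and its distal genes −0.50 and −0.50, which argues against a loss of the whole chromosome. Expression alone cannot separate a change in copy number from a shared change in regulation.

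The low pluripotency genes of the double KO could come from other cells in these libraries. Fibroblasts or feeder cells, for which Col1a1 and Thy1 of the mesenchymal list stand, would bring abundant Col1a1, which had 0.37 CPM in the double KO and 2.27 CPM in WT (Thy1, 0.14 and 3.24 CPM). These levels argue against fibroblasts or feeder cells. A lower share of pluripotent cells would lower the genes of the list alike only if the other cells expressed none of them. The genes moved apart by 11.96 on the log2 scale, with a median SE of 0.28. They ran from a rise of 1.74 in Gdf3 to a change of −10.22 in Dppa5a. What other cells would express is not known, so this spread cannot decide. That these cells had left the pluripotent state, or had not reached it, is a hypothesis that stays open, and their sex and chromosomes differed from those of WT too.

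The rise of genes with a seed site may reflect their long 3' UTRs together with their level. Against genes of like length and level, the difference in the double KO was 0.14 (permutation test, p 0.211), and that in the miR-290 KO 0.03 (p 0.355). Of 623 other 8-base words matched in the same way, 122 and 209 were as high. The words were not matched to the seed in number of genes, and medians of fewer genes vary more. Such counts therefore do not rank the seed. Level alone, taken as the mean deposited value, is argued against. With genes of like level as background, 0.66 and 0.23 were left (permutation test, p 1e-05 for both). Against genes of like length alone, 0.20 (p 0.032) and 0.11 (p 0.004) were left, but 77 and 49 of the other words were as high, so whether length alone is enough cannot be told. Without matching, 17 of the other words were as high as the seed in each of these groups, with medians of 0.25 and 0.07 against 0.55 and 0.19 for the seed. A direct effect of the seed stays open.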
